A study of Arabidopsis thaliana with 16 samples. Its data were reported in "Genome Wide Binding Site Analysis Reveals Transcriptional Coactivation of Cytokinin-Responsive Genes by DELLA Proteins" (2015).

How the data were processed

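Whole seedlings of Arabidopsis thaliana, 8 groups of 2 biological replicates by their labels, were profiled on 16 Affymetrix ATH1 arrays. The labels gave each sample's genotype and treatment, and all 16 samples could be placed in a group. The groups were the 35S::ARR1ΔDDK:GR line with PAC (ARR1_PAC), PAC and DEX (ARR1_PAC_DEX), PAC and GA3 (ARR1_PAC_GA) or PAC, GA3 and DEX (ARR1_PAC_GA_DEX), and Columbia-0 untreated (Col_mock), with DEX (Col_DEX), with PAC and BA (Col_PAC_BA) or with PAC, GA3 and BA (Col_PAC_GA_BA).

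The values deposited by the authors are log2 expression values per probe set, made with GCRMA (named in the submitters' processing notes), which corrects the background, normalizes across arrays and summarises the probes of a set. The GCRMA version and any filter are not given in the sources used here. The table held 22810 probe sets, with 0 columns that belonged to no sample. All arrays shared a floor of 2.36 and had medians of 3.08 to 3.12.

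From these values 64 Affymetrix control probe sets were left out, and of the other 22746 those with a log2 value of at least 4 on at least 2 arrays were tested, which were 9454. The filter left out 13292 as dim. Gene names came from the platform's annotation table, with symbols updated through NCBI gene identifiers. Of the 22746, 13513 had 1 gene in the table, 503 had several and 8730 had none, and 13436 of those with 1 gene were matched to a locus. Only probe sets with 1 gene were named, so 4529 of those tested, among them many that responded, carry no gene name here. No tested probe set is named ARR1 in that table, so the transgene itself was not checked by its transcript.

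A linear model of group means was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) to all 16 arrays without a covariate. All groups shared one estimate of the spread, with 8 residual degrees of freedom and 4.66 from the prior. A fit of a pair of groups alone, with 2 arrays per group, leaves few degrees of freedom and was run as an alternative. All tests were two-sided, p-values were adjusted by Benjamini and Hochberg over the probe sets tested, and a probe set was called at an adjusted p under 0.05. The 11 comparisons were DEX against no DEX in the line in PAC and in PAC with GA3, their difference and their average, DEX in wild type, the response of the line in PAC net of that in wild type, GA3 in the line and in wild type with BA, and BA in PAC and in PAC with GA3 with their difference. No wild type array with PAC alone was analysed here, so BA was compared with the line without DEX.

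Comparisons, tests, alternatives, gene lists and the rule for named genes were chosen before the data were examined, except the tests and alternatives that the closing section names as chosen later. The rule named the 10 highest and the 5 lowest log2 fold changes among called probe sets in the main comparisons, where all treated arrays lay on one side of all control arrays (5 and 5 in the others), up to 4 members of each list with the smallest adjusted p, and the genes the study followed up. Of 26 lists, 5 had at least 3 genes tested: ribosome biogenesis factors, cell cycle genes, DELLA-induced genes, expansins and xyloglucan endotransglucosylases, and chloroplast ribosomal proteins. Of 332 genes in the lists written out by hand 54 had a named probe set and 35 were tested, which limits what the lists can show. Lists were tested with camera at its preset correlation, adjusted over the lists of a comparison, with an estimated correlation and fry beside it. Families of genes by symbol, 18 with the plastid genome among them, were formed after the gene table was seen but without fold changes. Overlaps were set against independent lists and against 100 simulations of unchanged groups with shared controls.

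The model was tested on simulated data with the real means and spreads, 200 of 9454 probe sets changed and 20 simulations. For DEX in PAC it recovered 6.6%, 71.1%, 98.6% and 99.7% of log2 changes of 0.5, 1.0, 2.0 and 3.0, with 4.53% of calls false, and for the difference of DEX responses 1.0%, 25.8%, 93.5% and 99.2%, with 4.85% false. The number of arrays limits this precision.

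Alternatives were no filter, a floor of 6, quantile normalization, centring on the 75th percentile, eBayes with trend and robust settings, the replicate number as a block, only the groups of a comparison, untreated wild type as the BA comparator, each array left out in turn, and a Z test, which divides each difference of standardised group means by its spread over probe sets at a threshold of 1.96. The Z test is one reading of the study's methods, which name a Z-score transformation without saying which values were standardised or how replicates were used. Where leaving out an array left a group with 1, that array was assumed to vary like the other groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.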

Results

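Transcript levels were measured on 16 Affymetrix ATH1 arrays, 2 biological replicates in each of 8 groups of Arabidopsis thaliana whole seedlings. The transgenic line 35S::ARR1ΔDDK:GR carries a form of the type-B response regulator ARR1 that lacks its phosphorylation-dependent inhibitory domain and enters the nucleus when dexamethasone (DEX) is given. Its seedlings received the gibberellin synthesis inhibitor paclobutrazol (PAC, 10 µM) for 18 h, which lets DELLA proteins accumulate, or PAC with 50 µM GA3, which promotes their degradation, and then 5 µM DEX for 3 h or none. Wild type Columbia-0 (Col-0, Col in group names) was left untreated, given DEX alone, or given PAC with or without GA3 followed by 5 µM of the cytokinin benzyladenine (BA) for 3 h. Replicate arrays correlated at 0.968 to 0.985 across probe sets, which are not independent replicates. The first principal component held 38.2% of the variance and placed the 4 DEX-treated arrays of the line apart, at 27.2 to 42.1, with no other array above 8.32. The number of arrays limits the precision: with 2 arrays per group, the median 95% interval of a log2 fold change between a pair of groups reached 0.44 to either side. The labels call the replicates biological and say no more of their origin, so p-values measure only the spread between these samples.

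**Figure D1:**
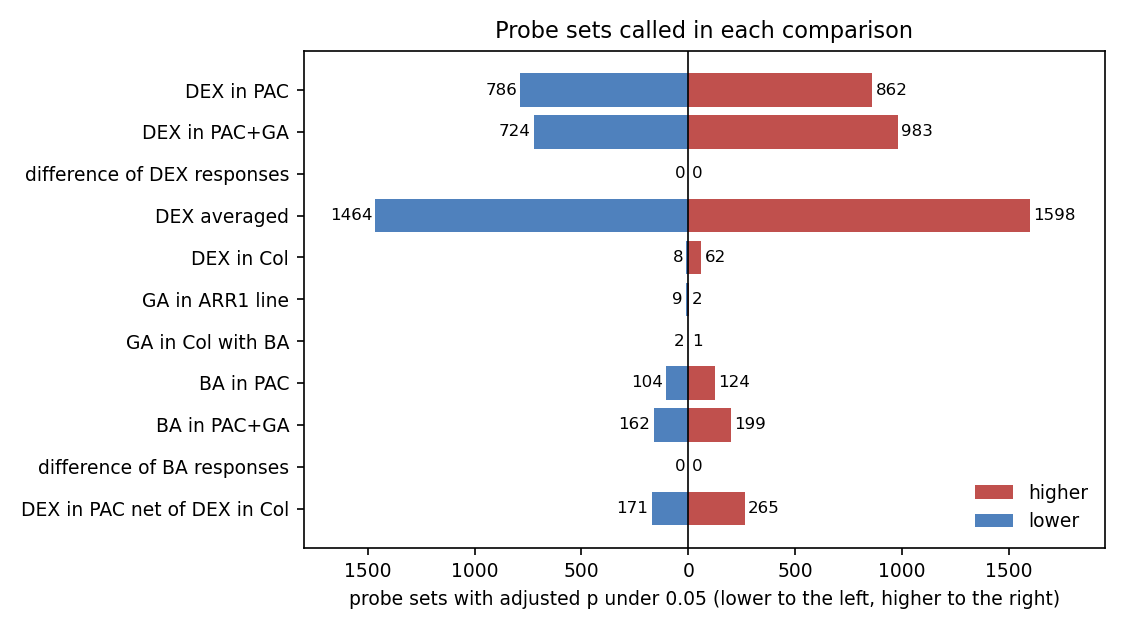
Number of probe sets with an adjusted p under 0.05 in each of the 11 comparisons, bars to the right for higher and to the left for lower, from the limma model over all 16 arrays. DEX in the transgenic line called 1648 probe sets in PAC and 1707 in PAC with GA3, and neither difference between responses with and without GA3 called any.

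The first comparison asked which transcripts responded to DEX in the line while DELLA proteins had accumulated. The type-A response regulator RR16 (also named ARR16), an early cytokinin response gene, rose the most among named genes, by 5.00 ± 0.25 (log2 fold change ± SE, n = 2 arrays per group; 31.9-fold; adjusted p = 5.95e-07), and its relative ARR15 rose by 3.33 ± 0.29. UGT76C2, which glucosylates cytokinins, rose by 1.88 ± 0.19. The CC-type glutaredoxin genes AT3G62930 and AT2G30540 rose by 3.85 ± 0.47 and 2.59 ± 0.30. AT3G15720 rose by 3.41 ± 0.21, the dirigent protein gene AT4G11190 by 3.17 ± 0.35, and AT1G14960, AT1G21520, AT3G15357 and the acyltransferase gene AT5G47980 by 2.52 to 3.01. Of these, AT4G11190, AT1G14960 and AT5G47980 rose by 3.81, 2.85 and 2.69 in wild type given DEX, which lacks the transgene, so their rise in the line is not shown to depend on ARR1. Among the genes that fell, AT5G58570 changed by −2.56 ± 0.19 (adjusted p = 5.48e-06), AT1G73120 by −2.33 ± 0.51, AT5G03120 by −2.19 ± 0.49, AT5G63180 by −2.19 ± 0.28 and the defensin gene PDF1.2b by −2.13 ± 0.59. In all, 862 probe sets were higher and 786 lower with DEX at an adjusted p under 0.05, of which 344 and 320 changed at least 2-fold. The total of 1648 dropped to 880 without ARR1_PAC_DEX replicate 1, to 1034 without ARR1_PAC replicate 2, and to 412 when only the 4 arrays of the comparison were fitted. The calls of AT1G73120, AT5G03120 and PDF1.2b were lost without ARR1_PAC_DEX replicate 1, those of AT1G73120 and PDF1.2b also without ARR1_PAC replicate 2, that of AT5G03120 without ARR1_PAC replicate 1 and that of PDF1.2b without ARR1_PAC_DEX replicate 2.

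With GA3 added to PAC, the leading genes were largely those named above. RR16 rose by 5.10 ± 0.25 (adjusted p = 5.07e-07), ARR15 by 4.23 ± 0.29 (adjusted p = 3.16e-06), UGT76C2 by 2.37 ± 0.19 and AT3G62930 by 4.42 ± 0.47. AT1G21520 rose by 3.81 ± 0.31, AT5G38020 by 3.39 ± 0.50, AT4G11190 by 3.28 ± 0.35, AT3G15720 by 3.15 ± 0.21, and AT1G14960, AT5G52760 and AT3G15357 by 2.85 to 2.93. Of these, AT5G38020, AT4G11190 and AT1G14960 also rose with DEX in wild type, AT5G38020 and AT4G11190 by more than here. Their rise in the line is not shown to depend on ARR1. AT4G15390 fell by 2.12 ± 0.22, AT1G73120 by 2.08 ± 0.51, AT5G01740 by 2.04 ± 0.36, the sucrose phosphate synthase gene ATSPS4F by 2.02 ± 0.33 and AT3G23550 by 1.94 ± 0.45. Here 983 probe sets were higher and 724 lower, 409 and 286 of them at least 2-fold. The total of 1707 dropped to 694 without ARR1_PAC_GA_DEX replicate 2, to 797 without ARR1_PAC_GA replicate 1, to 972 without ARR1_PAC_GA replicate 2, and to 1128 with only the 4 arrays of the comparison. AT5G52760 had 1.48 without ARR1_PAC_GA_DEX replicate 2, and the log2 change of AT1G73120 was more than 1.5 times smaller without ARR1_PAC_GA replicate 2. The calls of both and of AT3G23550 were lost without either of these arrays, and that of AT1G73120 without ARR1_PAC_GA_DEX replicate 1 too.

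The difference between both responses tests directly whether the response to DEX in the line depended on GA3. For RR16 the response in PAC minus that in PAC with GA3 was −0.10 ± 0.36, for ARR15 −0.89 ± 0.41, for UGT76C2 −0.49 ± 0.28 and for NRPA2, a subunit of RNA polymerase I, −0.32 ± 0.33 (log2, n = 2 arrays per group). Of the 6 genes the study followed up, 2 had a named probe set that was tested. DECOY (AT1G14620) rose by 1.04 ± 0.19 in PAC and by 0.73 ± 0.19 with GA3, a difference of 0.31 with a 95% interval of −0.28 to 0.90. AT1G07830 rose by 0.76 ± 0.20 in PAC (adjusted p = 0.0221) and was 0.32 ± 0.20 higher with GA3 (adjusted p = 0.329), a difference of 0.44 with an interval of −0.18 to 1.07. The call of AT1G07830 in PAC was lost without ARR1_PAC replicate 2 (0.43) or ARR1_PAC_DEX replicate 1 (0.64), and that of DECOY with GA3 without ARR1_PAC_GA replicate 2 or either ARR1_PAC_GA_DEX array. The study chose both on these samples, so they are not independent evidence. It also reported RT-qPCR, in which most of the 6 were induced more strongly with high DELLA levels, and ChIP of a DELLA protein at their promoters. Those experiments were not examined here. In the limma model 0 of 9454 probe sets differed between the responses (smallest adjusted p = 1.00), and 188 had an unadjusted p under 0.05, where 472.7 would be so by chance. Fewer than by chance points to p-values that ran too large for this difference, so these counts do not show equal responses. A Z test, one reading of the study's methods that uses no replicate spread, called 1506. It scales each comparison by its own spread over probe sets, so it calls some probe sets even from noise alone. Its counts ran from 967 to 1554 over all comparisons, so the 1506 are not evidence of a difference. With no filter on dim probe sets limma called 24, of which 23 were dim, with a median highest value of 2.79 log2 units over the 16 arrays.

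Selection on the average of both DEX responses favours probe sets that respond in both conditions, so changes of similar size are in part built in. Probe sets responsive in the averaged DEX response, which treats both conditions alike, had changes of similar size in both. RR16, AT3G62930, ARR15, AT1G21520 and AT3G15720 led it with 5.05 ± 0.18, 4.13 ± 0.33, 3.78 ± 0.21, 3.40 ± 0.22 and 3.28 ± 0.15, and AT1G73120, AT5G58570, AT5G01740, ATSPS4F and AT5G63180 had −2.20 ± 0.36, −2.02 ± 0.13, −1.99 ± 0.25, −1.98 ± 0.23 and −1.94 ± 0.20. The average called 1598 probe sets higher and 1464 lower. Over these 3062 the median absolute log2 fold change was 0.693 in PAC and 0.698 with GA3, and 48.0% had the larger change in PAC, 41.1% of those higher with DEX and 55.5% of those lower. Over all tested probe sets the difference of the responses had a median of −0.0209. Quantile normalization and percentile centring shifted this median by 0.0332 and 0.0386. The split between higher and lower is thus not shown to go beyond the scaling of the arrays. The responses, which share no array, correlated at 0.890 over all 9454 probe sets. For 2196 of the 3062 (71.7%) the 95% interval of the difference excluded 2-fold either way. A call in the average also favours a small spread, from which this interval is taken, so the selection may raise that share. On simulated data the same model recovered 25.8% of 2-fold and 93.5% of 4-fold differences between responses (size 1.0 and 2.0 on the log2 scale). So single 2-fold differences were often not detectable with 2 arrays per group. The simulated noise was independent between arrays, unlike the deviations of same-numbered arrays in most pairs of groups, so the real recovery may differ.

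**Figure D2:**
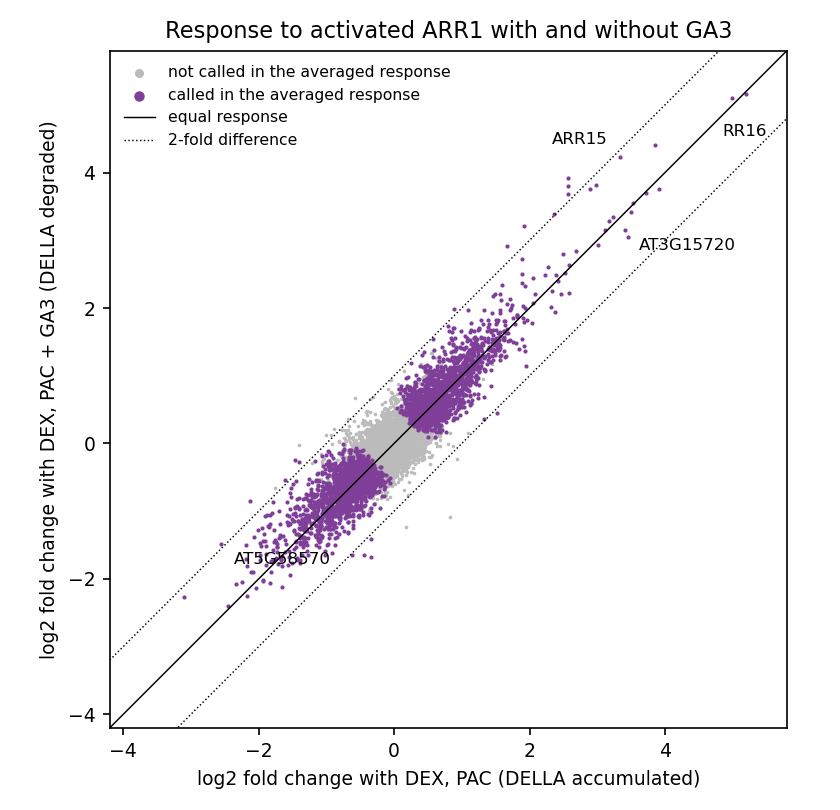
Log2 fold change with DEX in PAC (x axis) against that in PAC with GA3 (y axis) for 9454 probe sets, 2 arrays per group; purple points were called in the averaged response, the solid line marks equal responses and the dotted lines a 2-fold difference. RR16 (5.00 and 5.10) lies near the solid line, and no probe set passed the test of the difference.

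Genes of ribosome biogenesis rose together with DEX in both conditions. NRPA2 rose by 1.51 ± 0.24 in PAC and by 1.83 ± 0.24 with GA3, and AT2G40360, AT5G15550 and AT5G14520, which encode homologues of the yeast and mammalian large-subunit assembly factors BOP1, WDR12 and pescadillo, rose by 1.66 ± 0.20, 1.53 ± 0.16 and 1.42 ± 0.19 in PAC and all 3 rose with GA3 too, AT5G15550 by 1.44 ± 0.16 and AT5G14520 by 1.42 ± 0.19. All 12 members tested were higher with DEX in both conditions. Of them, 11 were called in PAC (11 adjusted over the list alone, median 1.14) and 11 with GA3 (12 adjusted over the list alone, median 1.26). The list stood apart from other genes in both (camera adjusted p = 1.09e-11 and 7.11e-12), also with an estimated correlation between genes (adjusted p = 0.00597 and 0.00566 with an estimated correlation). The difference of the responses had a list median of −0.12 and called 0 members (limma; 0 adjusted over the list alone; camera adjusted p = 0.616). The study named ribosome biogenesis from these samples, for genes that ARR1 induced preferentially with DELLA proteins present. The list is therefore not independent evidence of a direction. As a list, the 12 members tested here had no larger response in PAC than with GA3. The study's own gene set was not tested.

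**Figure D3:**
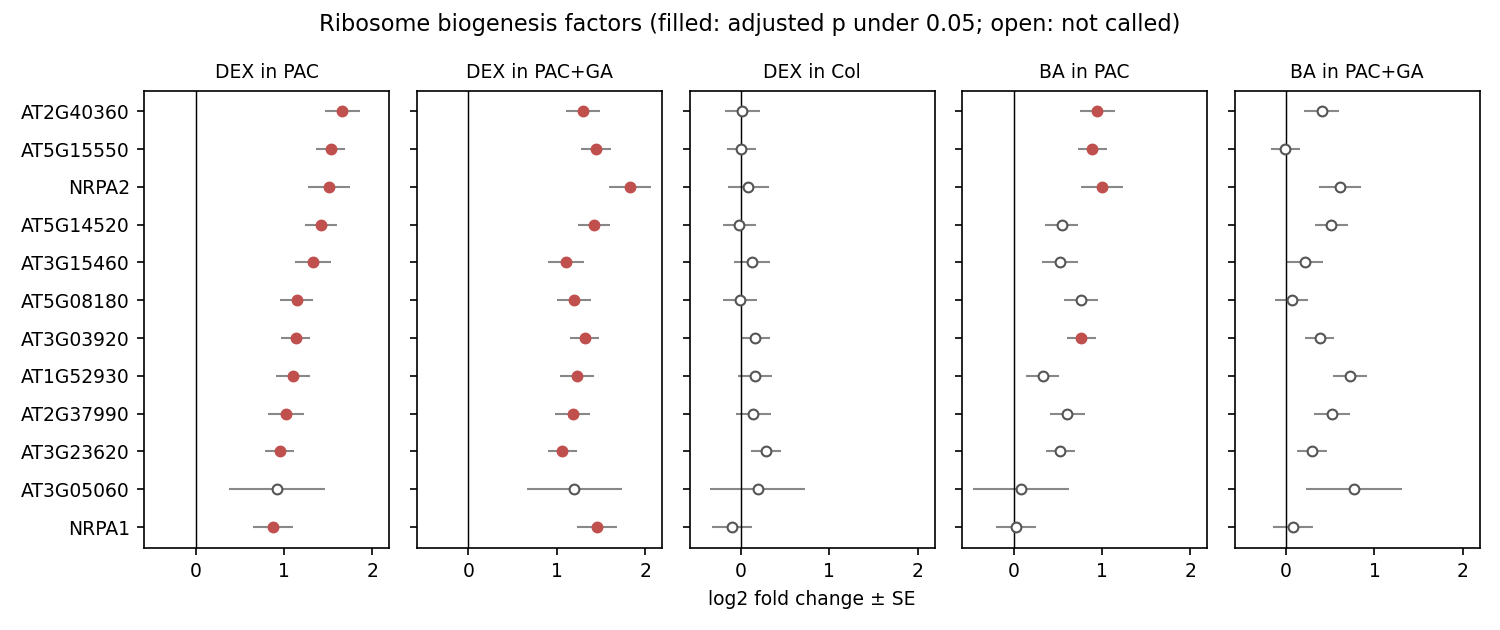
Log2 fold change ± SE (2 arrays per group) of the 12 ribosome biogenesis factors tested, in 5 comparisons; filled points had an adjusted p under 0.05 over all probe sets. Of the 12, 11 were called with DEX in PAC and 11 with DEX in PAC with GA3, 0 with DEX in wild type, 4 with BA in PAC and 0 with BA in PAC with GA3. The 4 with BA in PAC lost their call without ARR1_PAC replicate 2 or Col_PAC_BA replicate 2.

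Other fixed lists moved less. Of the 3 cell cycle genes PRL, a replicative helicase subunit of the MCM family, rose by 1.11 ± 0.22 in PAC and by 1.06 ± 0.22 with GA3, whereas the Aurora kinase genes AUR1 and AUR2 had −0.10 ± 0.18 and −0.12 ± 0.24 in PAC, so 1 of 3 rose in either condition (1 adjusted over the list alone; camera adjusted p = 0.506 and 0.862). Of the 3 DELLA-induced genes, AT5G50915, a bHLH factor, rose by 1.25 ± 0.31 and 1.22 ± 0.31, while XERICO and AT2G31730 had −0.60 ± 0.24 and −0.77 ± 0.33 in PAC (1 higher adjusted over all genes; 1 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.762 in PAC and 0.862 with GA3). In PAC the list's median was −0.60 and its mean −0.04; with GA3 they were −0.01 and 0.16, so median and mean differed in sign there. Among expansins and xyloglucan endotransglucosylases, XTH16 fell by 0.98 ± 0.23 with GA3 and had −0.63 ± 0.23 in PAC, and XTH18 and XTH19 passed in neither (0 and 1 of 3 lower; 3 and 2 adjusted over the list alone; camera adjusted p = 0.0858 and 0.103). By fry, which does not compare a list with other genes, this list was lower in both (adjusted p = 0.000551 and 0.000372). The 14 chloroplast ribosomal protein genes, rpl20 and rps4 among them, had 0 calls by limma in either condition (0 adjusted over the list alone) and a median of −0.49 in PAC and −0.12 with GA3 (camera adjusted p = 0.0858 and 0.862). The 59 plastid genome probe sets, which include these 14, had a median of −0.43 in PAC. With the replicate number as a block, camera called the 14 lower in PAC (adjusted p = 0.0114). The difference of the responses of the 14 was called by camera (median −0.48, adjusted p = 0.0185) but not with an estimated correlation (adjusted p = 0.655 with an estimated correlation). The clock gene GI rose by 1.03 ± 0.28 in PAC (adjusted p = 0.0252). In PAC the calls of GI and AT5G50915 were lost without ARR1_PAC replicate 2 or ARR1_PAC_DEX replicate 1. With GA3 those of PRL, XTH16 and AT5G50915 were lost without ARR1_PAC_GA_DEX replicate 2, of the latter 2 also without ARR1_PAC_GA replicate 1, and of AT5G50915 without ARR1_PAC_GA replicate 2.

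Wild type seedlings given DEX served as the control for the inducer itself, and they were not without a response. AT5G38020 rose by 4.11 ± 0.50 (adjusted p = 0.000989), AT4G11190 by 3.81 ± 0.35, AT1G14960 by 2.85 ± 0.30, AT5G14650 by 2.69 ± 0.46 and AT5G47980 by 2.69 ± 0.21, whereas AT3G01190 fell by 1.78 ± 0.22 and AT2G02960 by 0.93 ± 0.16. RR16 rose by 1.22 ± 0.25 (adjusted p = 0.0484), and ARR15 and UGT76C2 had 0.05 ± 0.29 and 0.23 ± 0.19. The call of RR16 was lost under 14 of 23 alternatives, no filter, quantile normalization and leaving out Col_mock replicate 1 or 2 or Col_DEX replicate 2 among them (highest adjusted p = 0.62). The call of AT5G14650 was lost without these 3 arrays in turn, and that of AT2G02960 without any of the 4. Of the 12 ribosome biogenesis factors 0 were called by limma (0 adjusted over the list alone; median 0.11; camera adjusted p = 0.184). In all, 62 probe sets were higher and 8 lower, and 646 had an unadjusted p under 0.05. The total of 70 dropped to 29 without Col_mock replicate 1, to 38 without Col_mock replicate 2 and to 38 without Col_DEX replicate 2, and was also 38 with only the 4 arrays of the comparison. These seedlings had no PAC, unlike the line.

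The response of the line in PAC net of that of wild type tests what DEX did beyond its effect in wild type. A change of opposite direction in wild type adds to a net value. For AT5G58570 the net value was larger than its fall in the line, so it includes a rise in wild type. AT3G62930 had 4.02 ± 0.66 (adjusted p = 0.00879), RR16 3.78 ± 0.36, AT3G15720 3.49 ± 0.30, ARR15 3.28 ± 0.41 and AT3G15357 2.89 ± 0.52, and AT5G58570 had −3.93 ± 0.26, AT5G52450 −2.43 ± 0.47, AT5G63180 −2.41 ± 0.40, the formate dehydrogenase gene FDH −2.32 ± 0.53 and AT2G36970 −2.31 ± 0.48. All 12 ribosome biogenesis factors had a higher net response, and 7 were called (11 adjusted over the list alone, camera adjusted p = 9.43e-11, and adjusted p = 0.00786 with an estimated correlation). Of these, AT2G40360, AT5G14520 and AT5G08180 lost their call without Col_DEX replicate 2 or Col_mock replicate 1, and AT5G15550 kept it under every alternative. The expansin and xyloglucan endotransglucosylase genes were lower as a list (median −0.83; XTH19 called; 2 of 3 adjusted over the list alone; camera adjusted p = 0.0284), but not with an estimated correlation (adjusted p = 0.0845 with an estimated correlation). In all 265 probe sets had a higher and 171 a lower net response. The total of 436 fell to 41 without Col_DEX replicate 2, 64 without Col_mock replicate 1, 162 without Col_mock replicate 2, 174 without ARR1_PAC_DEX replicate 1, 233 without ARR1_PAC replicate 2 and 240 without ARR1_PAC_DEX replicate 2. It was 280 with no filter and 171 with only the arrays of the comparison. Without Col_DEX replicate 2 the calls of AT3G62930, AT3G15357, AT5G52450, AT5G63180, FDH, AT2G36970 and XTH19 were lost. Those of AT3G15357, AT5G52450, FDH, AT2G36970 and XTH19 were also lost without Col_mock replicate 1, the last 4 of these without ARR1_PAC_DEX replicate 1, and FDH, AT2G36970 and XTH19 without Col_DEX replicate 1 and others.

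GA3 was compared with its absence in the line without DEX and, separately, in wild type given BA. In the line AT5G62340 rose by 1.55 ± 0.20 (adjusted p = 0.00893), and AT3G47295 fell by 1.29 ± 0.13, AT1G49310 by 0.99 ± 0.16, the dehydrin gene AT1G54410 by 0.99 ± 0.17 and AT5G60400 by 0.99 ± 0.14. In wild type given BA 3 probe sets passed, none with a gene name in the table used here, and they were singled out after their values were seen. One of them fell by 2.24 ± 0.30 in the line and by 2.30 ± 0.30 in wild type, another by 1.90 ± 0.21 and by 1.43 ± 0.21, and the last rose by 1.52 ± 0.19 in wild type alone of these (0.39 in the line, adjusted p = 0.357). The DELLA-induced genes were lower as a list in the line (median −0.61, camera adjusted p = 0.0447) and in wild type (median −0.56, camera adjusted p = 0.00462), with 0 members called by limma in either (0 and 1 lower adjusted over the list alone). Neither call held with an estimated correlation (adjusted p = 0.30 and 0.12 with an estimated correlation). The expansins and xyloglucan endotransglucosylases had medians of 0.36 and 0.33, were not called by camera (adjusted p = 0.168 and 0.0522), and were higher by fry (adjusted p = 0.0255 and 0.00599), with 0 members called by limma in either (1 and 0 adjusted over the list alone). The chloroplast ribosomal protein genes were lower with GA3 in the line by camera (median −0.64, adjusted p = 0.000299), not with an estimated correlation (adjusted p = 0.30 with an estimated correlation), while the 59 plastid genome probe sets stood on average 0.31 and 0.66 log2 units above their mean on the ARR1_PAC arrays. In the line 2 probe sets were higher and 9 lower and 1446 had an unadjusted p under 0.05, and in wild type 1 was higher and 2 lower, with 1013 under 0.05. With only the 4 arrays of a comparison both counts were 0 by limma (1125 and 714 at an unadjusted p under 0.05), and with no filter they were 35 and 51. The 11 calls in the line became 6 without ARR1_PAC replicate 1 or 2, 4 without ARR1_PAC_GA replicate 2 and 1 without ARR1_PAC_GA replicate 1. AT3G47295 kept its call with any array left out, AT5G62340 lost it without ARR1_PAC replicate 2 or either ARR1_PAC_GA array, and AT1G49310, AT1G54410 and AT5G60400 lost it without any of the 4. The 3 in wild type became 173 without Col_PAC_BA replicate 1, 1 without Col_DEX replicate 1 or 2, and 0 by limma without either ARR1_PAC array, either Col_PAC_GA_BA array or Col_PAC_BA replicate 2.

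The response to BA was taken as wild type with BA against the line without DEX, with the same PAC or PAC and GA3 treatment, so genotype differs as well. In PAC, AT4G11190 rose by 3.75 ± 0.35 (adjusted p = 9.17e-05), AT1G14960 by 2.83 ± 0.30, the beta-glucosidase gene BGLU28 by 2.67 ± 0.60, AT5G47980 by 2.48 ± 0.21, AT2G30540 by 2.48 ± 0.30, the sulfurtransferase gene STR18 by 2.39 ± 0.30, AT2G16005 by 2.32 ± 0.31, AT5G26260 by 2.26 ± 0.37 and XTH20 by 1.80 ± 0.20. Of these, AT4G11190, AT1G14960, AT5G47980, STR18, AT2G16005 and AT5G26260 rose by 3.81, 2.85, 2.69, 2.20, 2.16 and 2.67 in wild type given DEX without BA. Their rise is therefore not shown to be particular to BA. RR16 rose by 2.13 ± 0.25, ARR15 by 1.27 ± 0.29 and UGT76C2 by 1.18 ± 0.19. BCAT4, of aliphatic glucosinolate synthesis, fell (adjusted p = 0.0209), AT4G15390 fell by 1.81 ± 0.22, AT1G55960 by 1.55 ± 0.21, the plastid gene psaJ by 1.52 ± 0.35 and AT5G48490 by 1.51 ± 0.30. The calls of BGLU28, psaJ and ARR15 were lost under 14 of 24, 14 of 25 and 13 of 25 alternatives, psaJ also against untreated wild type (−1.01). Without Col_PAC_BA replicate 2 these 3 calls and those of AT5G26260, BCAT4 and AT5G48490 were lost (psaJ −0.87), of BCAT4 and AT5G48490 also without ARR1_PAC replicate 2, and of AT5G48490 without either other array of the comparison. All 12 ribosome biogenesis factors were higher, and 4 were called (9 adjusted over the list alone, median 0.58, camera adjusted p = 8.72e-08, and adjusted p = 0.0218 with an estimated correlation). These were AT2G40360, AT3G03920, AT5G15550 and NRPA2. Their calls were lost without ARR1_PAC replicate 2 or Col_PAC_BA replicate 2, and their lowest log2 fold changes over the alternatives were 0.62, 0.66, 0.66 and 0.80. The chloroplast ribosomal protein genes were lower by camera (median −0.81, 1 of 14 called and 2 adjusted over the list alone, adjusted p = 0.000261), not with an estimated correlation (adjusted p = 0.547 with an estimated correlation), and the 59 plastid genome probe sets had a median of −0.76 in this comparison. In all 124 probe sets were higher and 104 lower. The total of 228 was 63 without Col_PAC_BA replicate 2, 64 without ARR1_PAC replicate 2, 422 (162 higher and 260 lower) without Col_PAC_BA replicate 1 and 519 without ARR1_PAC replicate 1. It was 11 with only the 4 arrays of the comparison and 827 (341 higher and 486 lower) against untreated wild type.

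With GA3, AT4G11190 rose by 3.72 ± 0.35 with BA (adjusted p = 6.51e-05), AT5G38020 by 3.40 ± 0.50, BGLU28 by 3.25 ± 0.60, AT5G47980 by 3.05 ± 0.21 and AT2G16005 by 2.76 ± 0.31, and RR16, ARR15 and UGT76C2 by 2.30 ± 0.25, 1.58 ± 0.29 and 1.89 ± 0.19. Of these, AT4G11190, AT5G38020, AT5G47980, AT2G16005 and RR16 also rose with DEX in wild type, so their rise is not shown to be particular to BA. AT4G15390 fell by 1.88 ± 0.22, the glutathione transferase gene GSTU20 by 1.77 ± 0.39, AT1G73600 by 1.75 ± 0.29, AT5G62340 by 1.73 ± 0.20 and BCAT4 by 1.65 ± 0.41. Against untreated wild type the calls of GSTU20, AT1G73600, AT5G62340 and BCAT4 were lost, with −0.75, −0.63, −0.42 and −1.19, and AT5G62340 is the gene that GA3 raised in the comparator. The calls of ARR15, AT1G73600, GSTU20, BGLU28 and BCAT4 were lost without ARR1_PAC_GA replicate 2 or Col_PAC_GA_BA replicate 1, of the last 3 also without Col_PAC_GA_BA replicate 2, and of BGLU28 and BCAT4 without ARR1_PAC_GA replicate 1. Of the 12 ribosome biogenesis factors 0 were called by limma (1 adjusted over the list alone; median 0.39), and the list was higher by camera (adjusted p = 0.00105) but not with an estimated correlation (adjusted p = 0.162 with an estimated correlation). In all 199 probe sets were higher and 162 lower, a split of 230 and 120 after quantile normalization. The total of 361 was 95 without ARR1_PAC_GA replicate 2 or Col_PAC_GA_BA replicate 1, 123 without ARR1_PAC_GA replicate 1 and 166 without Col_PAC_GA_BA replicate 2, and it was 647 (315 higher and 332 lower) against untreated wild type. The BA response in PAC minus that with GA3 called 0 probe sets by limma (1229 at an unadjusted p under 0.05, smallest adjusted p = 0.303), 30 with no filter and 1554 by the Z test. By its scaling the Z test calls some probe sets in any comparison, so its count is not evidence of a difference. In that difference the chloroplast ribosomal protein genes had a median of −0.97 (camera adjusted p = 0.000293; adjusted p = 0.515 with an estimated correlation; 0 members called by limma, 0 adjusted over the list alone).

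**Figure D4:**
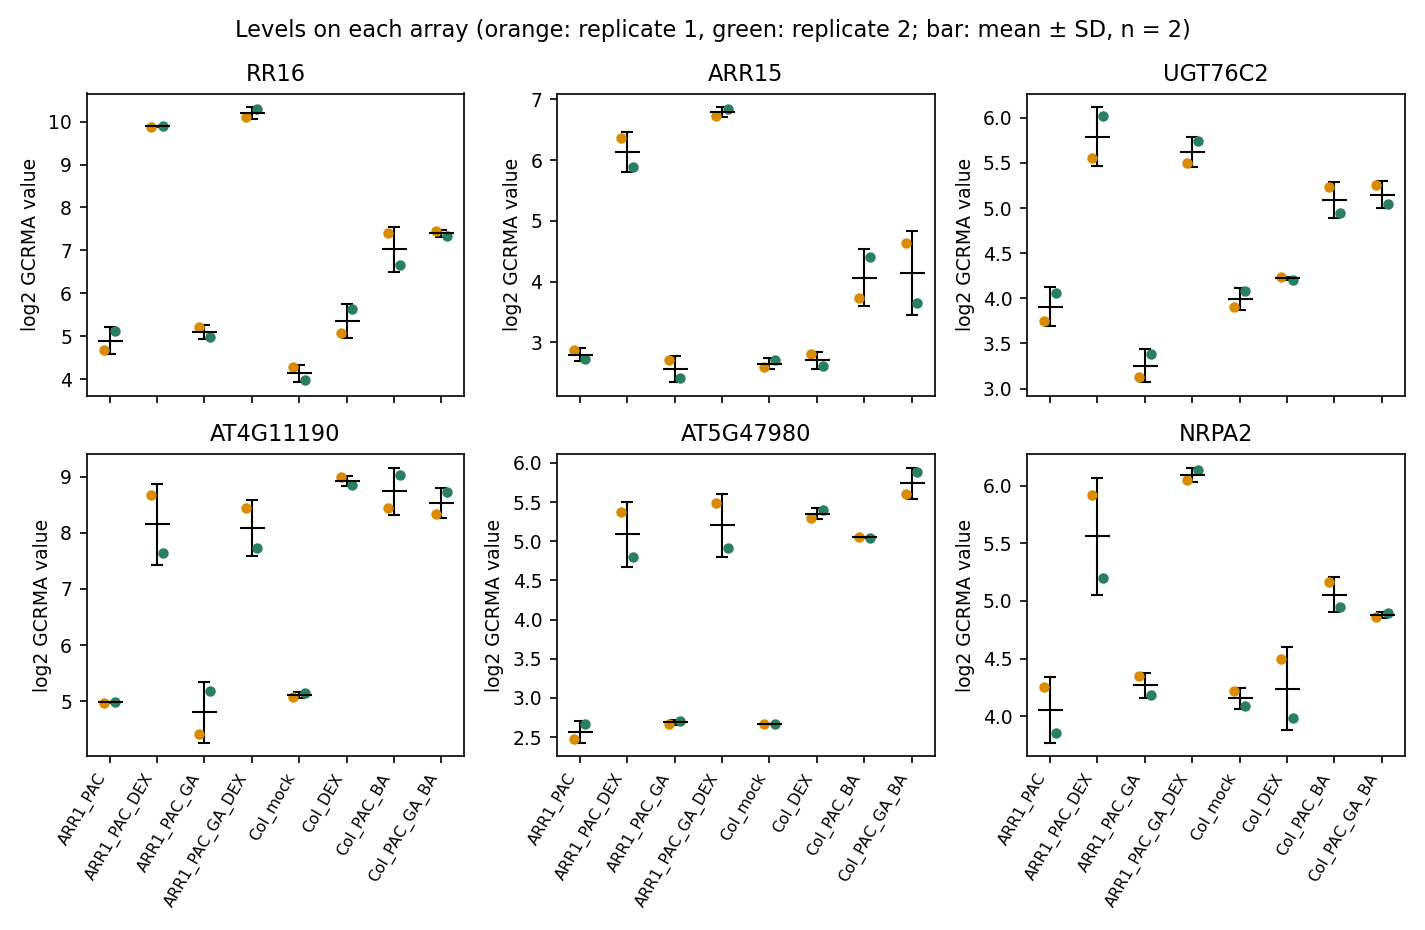
Log2 GCRMA level of RR16, ARR15, UGT76C2, AT4G11190, AT5G47980 and NRPA2 on each array (orange, replicate 1; green, replicate 2) in the 8 groups, with the mean ± SD of 2 arrays. RR16 reached a mean of 9.89 with DEX in PAC and 10.2 with DEX in PAC with GA3, against 4.14 in untreated wild type, and AT4G11190 stood at 8.92 in wild type given DEX against 5.11 in untreated wild type.

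The genes that responded to DEX in the line were then set against those that responded to BA. RR16, ARR15, UGT76C2, AT4G11190 and AT5G47980 rose with DEX in the line in PAC and in PAC with GA3 and in both BA comparisons, but AT4G11190, AT5G47980 and RR16 rose with DEX in wild type too, by 3.81, 2.69 and 1.22 against 3.17, 2.52 and 5.00 in the line in PAC. Between DEX in PAC and BA in PAC, which share the ARR1_PAC arrays, 101 probe sets were higher in both and 85 lower in both, where independent lists would share 11.3 and 8.65 and unchanged groups simulated against shared controls shared 0 by limma. That 0 carries little weight, since unchanged groups give hardly any calls to share. The covariance of their log2 fold changes across probe sets was 0.163, against 0.0292 in the simulation (correlation 0.684 against 0.50). Part of the excess in these counts may come from the shared controls, which the simulated covariance already holds. Pairs with no array in common gave 106 higher and 54 lower for DEX in PAC with BA in PAC and GA3 (covariance 0.105, correlation 0.404), and 103 and 75 for DEX in PAC and GA3 with BA in PAC (covariance 0.145, correlation 0.597). DEX in wild type, without the transgene and with no array in common, correlated at 0.456 with BA in PAC and at 0.556 with BA in PAC and GA3. Its covariances were 0.0641 and 0.0852. So an overlap with BA is not shown to depend on ARR1 alone. Between DEX and BA both with GA3, which share the ARR1_PAC_GA arrays, 126 were higher and 73 lower, where independent lists would share 20.7 and 12.4 and the simulation again shared 0 by limma (covariance 0.149 against 0.0289 simulated, correlation 0.56 against 0.499). Of the 101 probe sets higher with DEX and BA in PAC, 66 were not called with DEX in wild type. These correlations are across genes, which are not independent replicates.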

Values the study reported

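With Z-score transformation and a threshold of p under 0.05, the study reported 638 genes higher and 1070 genes lower with activated ARR1. It reported 99 genes higher under both high and low DELLA levels, 140 genes induced only when DELLA levels were high, and 99 repressed in those conditions.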

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

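Of the tests below, those of precision, the GA3 correlation within the line, the GA3 calls in common, the simulation with shared noise, the swapped array, cytokinin, dexamethasone itself and handling were chosen only after the result was seen. The GA3 correlation between the line and wild type, the simulation of a common response with independent noise and the splits of the arrays were chosen before.

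The response to DEX differed between the line in PAC and wild type, as the test of the difference showed for 436 probe sets. Named genes with the highest net response were AT3G62930 with 4.02, RR16 with 3.78, AT3G15720 with 3.49, ARR15 with 3.28 and AT3G15357 with 2.89, and those with the lowest were AT5G58570 with −3.93, AT5G52450 with −2.43, AT5G63180 with −2.41, FDH with −2.32 and AT2G36970 with −2.31 (log2). The net value of AT5G58570 includes a rise in wild type, which adds to its fall in the line. The 2 sets of seedlings also differ in PAC, so genotype and PAC cannot be separated here, and the count was 41 without Col_DEX replicate 2 and 64 without Col_mock replicate 1. For the averaged DEX response, 1 of the 35 splits of the line's 8 arrays into 4 and 4 called as many probe sets as the split by DEX, which was that split itself, with 2346 in a fit of these arrays as 2 groups. The highest other, the split by GA3, called 4. In every other split the DEX response adds to the spread, so few calls could arise there, and the splits cannot exclude chance.

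No probe set differed by limma between the DEX responses with and without GA3. Too little precision for a 2-fold difference is not the whole account, since 71.7% of the 3062 responsive probe sets had an interval that excluded one. Their selection on the average may raise that share, and for the others too little precision stays open. That GA3 had not acted was tested 3 ways. The correlation chosen beforehand, of the GA3 effect in the line with DEX and in wild type with BA, was 0.0864. It met the bound of 0.1 written for an inactive GA3. With the line without DEX instead, the correlation was 0.0216, and GA3 in the line with DEX called 0 probe sets by limma. The GA3 effects in the line without and with DEX correlated at 0.665 (at most 0.48 for replicate deviations), which a difference in handling might also give. The number of probe sets called in the same direction in both GA3 comparisons, which share no array, was 2, where independent lists give 0.0021. They fell by 2.24 ± 0.30 and 1.90 ± 0.21 in the line and by 2.30 ± 0.30 and 1.43 ± 0.21 in wild type, had −1.68 and −1.07 in the line with DEX, and with any array left out stayed at −1.35 or lower in both comparisons, although GA3 in wild type then called 0 by limma without either ARR1_PAC array, either Col_PAC_GA_BA array or Col_PAC_BA replicate 2, and 1 without either Col_DEX array. These 2 probe sets were singled out after their values were seen. A difference in handling between seedlings with and without GA3 could also give them. The tests therefore do not decide whether GA3 acted. They leave open its action, its strength and such a difference in handling.

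The Z test called 166 probe sets higher with DEX in PAC only, and simulations of one common response gave a median of 235 (209 to 255) with noise independent between arrays and of 193 (171 to 214) with noise that same-numbered arrays share as their deviations do. In these simulations noise around a threshold gave such a list. Both gave more such probe sets than the data, and their common response was the observed average, which holds noise itself. They therefore cannot show that noise gave the 166. The simulations do not account for all counts: the 166 lay below both ranges, with independent noise 560 higher in both, 477 lower in both and 207 lower with GA3 only lay outside theirs (499 to 542, 431 to 470 and 233 to 291), and with shared noise 272 lower in PAC only and 251 higher with GA3 only lay above theirs (192 to 242 and 170 to 207). DELLA-dependent responses of single genes stay open, also of 2-fold and above, since the model recovered 25.8% of simulated 2-fold and 93.5% of 4-fold differences.

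Wild type given DEX resembled seedlings given BA in part: of 62 probe sets higher with DEX, 47 were higher with BA in PAC and GA3, at a median of 96.0% of the BA log2 fold change among these, with no array in common, though 199 were higher with BA (AT4G11190 3.81 and 3.72, AT5G47980 2.69 and 3.05). One swapped array is argued against by the slopes of both Col_DEX arrays over all 361 probe sets called with BA, 0.559 and 0.611. Cytokinin or BA-treated material in both stays open: the 95% upper limit of ARR15, 0.686, lies under 50% of its BA response with GA3 (0.79) but above that in PAC (0.635), that of UGT76C2, 0.651, likewise (0.946 and 0.59), and of their BA responses with GA3 and in PAC RR16 reached 53.1% and 57.3%, ARR15 3.2% and 3.97% and UGT76C2 12.1% and 19.5%. A response to dexamethasone itself stays open too, since a probe set that responds to BA, as 75.8% of the 62 did, may respond to DEX as well. Handling or solvent common to treated seedlings cannot be told apart from the treatments, because the labels do not say which seedlings received solvent: 34 of the 62 were higher in all 4 other comparisons of treated seedlings.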

How the results depend on the processing

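The crossed replicate numbers and the gene lists with the block were chosen only after the data were seen; all other alternatives were chosen before. None of the named values that were rerun reversed its direction. Values not called were not rerun, apart from those of the study's follow-up genes with DEX in the line. The balance of higher and lower counts turned for BA in PAC (162 and 260 without Col_PAC_BA replicate 1, 341 and 486 against untreated wild type). It turned for BA in PAC and GA3 (119 and 127 with the stricter filter, 186 and 188 with only its groups, 315 and 332 against untreated wild type). It also turned for GA3 in wild type (128 and 45 without Col_PAC_BA replicate 1, 1 and 0 without either Col_DEX array). By the Z test it turned for DEX in PAC (726 and 749) and the net response (672 and 807). The cause was not tested. The averaged DEX response, DEX in PAC and DEX in PAC with GA3 stayed within 1.5 times of their counts under no filter, quantile normalization, percentile centring, trend and robust eBayes and the replicate block. Of the 139 values of named genes rerun, 77 stayed the same under all alternatives run. AT1G07830 with DEX in PAC and GA3 is among these, although it had no call to keep. Another 62 lost their call under at least 1 and 0 reversed. With no filter 36 lost it, and with only the groups of the comparison 44 did. Signal over background limits the dim probe sets, which the filter leaves out.

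Moved counts, against those in the report, were as follows. With the stricter filter, which tested 4122 probe sets, DEX in PAC called 944, DEX in PAC and GA3 909, the average 1533, DEX in wild type 41, GA3 in the line 7 and GA3 in wild type 0 by limma. With no filter, which tested 22746, the difference of DEX responses called 24, GA3 in the line 35, GA3 in wild type 51, the difference of BA responses 30 and the net response 280. Quantile normalization gave 17 for GA3 in the line. With only the groups of the comparison, and so fewer arrays, DEX in PAC called 412, DEX in PAC and GA3 1128, DEX in wild type 38, BA in PAC 11, the net response 171, and GA3 in the line and in wild type 0. Against untreated wild type BA called 827 in PAC and 647 with GA3. The Z test called 1506 for the difference of DEX responses, 1510 for the average, 967 for DEX in wild type, 1447 and 1511 for GA3 in the line and in wild type, 1321 and 1254 for BA in PAC and with GA3, 1554 for their difference and 1479 for the net response. Since this test scales each comparison by its own spread, these counts do not measure how strong a response was. Lists called over all comparisons were 13, and 5 with an estimated correlation. Fry called 13 too, of which 8 were called by camera; the other 5 were all of the expansins and xyloglucan endotransglucosylases. Scaling alternatives moved the median log2 fold change by at most 0.0688.

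With the replicate number as a block, GA3 in the line called 19 rather than 11, and no other comparison moved over 1.5 times (1888 for DEX in PAC, 1948 for DEX in PAC and GA3, 85 for DEX in wild type, 291 and 502 for BA). The deviations of same-numbered arrays correlated above 0.1 in 21 of 28 pairs of groups, from −0.33 to 0.48, and in all 15 pairs of the 6 groups without BA (lowest 0.114). The labels give the numbers no meaning and each group has only 2, so they were not taken as pairs, and whether they mark a shared batch in the groups without BA stays open. With the block camera also called the chloroplast ribosomal proteins lower with DEX in PAC (adjusted p = 0.0114) and, with GA3 in wild type, these and the expansins and xyloglucan endotransglucosylases higher (adjusted p = 0.0207 each), 16 list calls in all with none of the 13 lost. With crossed numbers BA in PAC called 350, against 228.

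With each array left out in turn, counts ranged from 880 to 1737 for DEX in PAC, 694 to 1831 for DEX in PAC and GA3, 2337 to 3156 for the average, 29 to 75 for DEX in wild type, 1 to 16 for GA3 in the line, 0 to 173 for GA3 in wild type, 63 to 519 for BA in PAC, 95 to 428 for BA in PAC and GA3 and 41 to 501 for the net response, and were 0 by limma for both differences. The arrays responsible are named beside each count in the report.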

Other observations

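UDP-glycosyltransferase genes, a family formed by symbol after the gene table was seen, moved apart from UGT76C2. Of 16 tested, 9 fell with DEX in PAC and 7 with GA3 (10 and 7 adjusted over the list alone), among them UGT78D1, which glycosylates flavonols, at −1.28 and −1.12, UGT76B1 at −1.20 and −0.95 and UGT74D1 at −1.31 and −0.75 (log2), named after their values were seen, while UGT76C2 alone of the family rose, in both. The family was lower by camera (median −0.67 and −0.57, adjusted p = 0.00164 and 0.0186), not with an estimated correlation (adjusted p = 0.374 and 0.389 with an estimated correlation), and with DEX in wild type 0 members were called by limma (median 0.06). Of 8 TBL genes, whose products acetylate cell wall polysaccharides, 4 fell in PAC and 3 with GA3, led by TBL37 at −1.35 and −1.53 (camera adjusted p = 0.0302 and 0.0301; adjusted p = 0.421 and 0.454 with an estimated correlation).

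The 59 probe sets of the plastid genome varied between replicates of one group, by −0.39 and 0.37 log2 units from their mean on the Col_mock arrays and by −0.28 and 0.39 on the ARR1_PAC_DEX arrays, and stood at 0.31 and 0.66 on the ARR1_PAC arrays. With BA in PAC 2 of the 59 fell, psaJ among them, with a median of −0.76.

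At the study's threshold the Z test, which is one reading of its methods, called 560 probe sets higher with DEX in both PAC and PAC with GA3. That is higher than the value quoted from the study above. It called 272 lower with DEX in PAC only. That too is higher than the value quoted from the study above. It called 166 higher with DEX in PAC only. That is higher than the quoted value by less than 1.5 times. Counts here are of probe sets, not genes, out of all 22746 without a filter, and only the threshold is known to be shared with the study. The totals for activated ARR1 were not compared, since the study's main text does not state the condition they cover.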
